# Transcriptome Sequencing and *De Novo* Analysis of a Cytoplasmic Male Sterile Line and Its Near-Isogenic Restorer Line in Chili Pepper (*Capsicum annuum* L.)

**DOI:** 10.1371/journal.pone.0065209

**Published:** 2013-06-04

**Authors:** Chen Liu, Ning Ma, Ping-Yong Wang, Nan Fu, Huo-Lin Shen

## Abstract

**Background:**

The use of cytoplasmic male sterility (CMS) in F_1_ hybrid seed production of chili pepper is increasingly popular. However, the molecular mechanisms of cytoplasmic male sterility and fertility restoration remain poorly understood due to limited transcriptomic and genomic data. Therefore, we analyzed the difference between a CMS line 121A and its near-isogenic restorer line 121C in transcriptome level using next generation sequencing technology (NGS), aiming to find out critical genes and pathways associated with the male sterility.

**Results:**

We generated approximately 53 million sequencing reads and assembled *de novo*, yielding 85,144 high quality unigenes with an average length of 643 bp. Among these unigenes, 27,191 were identified as putative homologs of annotated sequences in the public protein databases, 4,326 and 7,061 unigenes were found to be highly abundant in lines 121A and 121C, respectively. Many of the differentially expressed unigenes represent a set of potential candidate genes associated with the formation or abortion of pollen.

**Conclusions:**

Our study profiled anther transcriptomes of a chili pepper CMS line and its restorer line. The results shed the lights on the occurrence and recovery of the disturbances in nuclear-mitochondrial interaction and provide clues for further investigations.

## Introduction

Chili pepper (*Capsicum annuum* L.) is a member of the *Solanaceae* family. Originated from South America, it has become an economically significant vegetable and an agriculturally important plant worldwide, particularly in China and Korea [1]–[5]. The heterosis of pepper is very obvious: the average yield of hybrids is 30% more than that of common cultivars [6]–[8]. At present, hybrid seed production mainly relies on manual pollination, which is not only costly but also difficult to ensure seed purity. Therefore, more and more researchers and breeders tend to the male sterile line and study its application in hybrid seed production.

Cytoplasmic male sterility (CMS), resulted from disturbed mitochondrial–nuclear interaction, was a failure to produce functional pollen that can be suppressed or counteracted by nuclear genes known as *restorer-of-fertility* (*Rf*) genes [9]–[11]. It is widely accepted that CMS is closely related to mitochondrial genome rearrangement, and many trait-determining mitochondrial genes could be suppressed or activated by *Rf* genes [9], [12]. In addition to naturally occurring, CMS could be created by either sexual crossing or protoplast fusion [9]. In chili pepper, CMS was first documented in the PI 164835 line from India [13], whose cytoplasm has been used as the only source for CMS. To date, it has been reported two determinants, *atp6-2* and *orf456* [14], [15], and two markers of CMS-specific sequence-characterized amplified region (SCAR) [16]. For *Rf* genes, previous study has shown that they mainly scatter in chili pepper, but seldom in sweet pepper [17]. One major QTL for fertility restoration was mapped to chromosome P6 [18], and several markers flanking the major restorer gene have been identified [6], [19]–[22]. However these markers have limited applications in pepper lines due to low reproducibility and the failure of PCR amplification [23]. Besides, a CAPS marker linked to the *partial restoration* (*pr*) locus has been developed [24].

Near-isogenic lines (NILs) are a pair of lines with identical genetic backgrounds, except for a region near the target gene [25], [26]. Particularly, NILs are generated by crossing a donor line carried the gene of interest to a recurrent parent and then backcrossing to the recurrent parent for six to eight generations [27]. Pairs of NILs are useful and valuable materials for screening molecular markers linked with target genes and isolating critical genes associated with interested traits. We have used NILs to analyze differently expressed genes between CMS lines and its near-isogenic lines in pepper [28]–[30].

The throughput of sequencing has been improved greatly and cycle time of sequencing has been significantly shortened due to the emergence and development of next generation sequencing (NGS) technology. The NGS technology, namely RNA-Seq, is efficient and inexpensive to analyze transcriptome in a comprehensive and in-depth way [31], [32], and has provided new insights into the whole transcriptome. It offers an opportunity to identify critical genes related to a certain character from the numerous molecular markers or the differentially expressed genes discovered. Information of the developmentally and environmentally induced differentially expressed genes can also be used to predict interactions of individual genes, as well as to elucidate more complicated signaling pathways as well as potential cross-talks between these pathways [33].

Chili pepper is a diplont plant (2n = 24) with a reported genome size about 3,753–4,763 million base pairs [34]. Since the chili pepper genome is not currently available, transcriptomic data can help to identify the genes and gene families involved in important biological processes. To date, several studies of RNA sequencing on peppers have been reported [35]–[40]. However, most of these studies were mainly focus on the developing molecular markers.

To characterize the anther transcriptomes of chili pepper and seek genes involved in fertility determination, transcripts from the CMS line 121A and its restorer line 121C were isolated, quantified and sequenced. These transcriptomic sequences were then assembled by Trinity and annotated by BLASTing against public databases. Subsequently, the annotated sequences were clustered into putative functional categories using the Gene Ontology (GO) framework and grouped into pathways using the Kyoto Encyclopedia of Genes and Genomes (KEGG). Finally, differentially abundant unigenes were analyzed, and part of the results was validated by relative RT-PCR and real-time RT-PCR. This study presents the first broadly survey of CMS line and the restorer line in chili pepper with RNA-Seq analysis.

## Results and Discussion

### Illumina Sequencing and *de novo* Assembly

Though criteria for gametophyte development was available in model plant *Arabidopsis* [41], [42], the pivotal time-point for pepper stamen development is still unclear. To obtain as many of the genes expressed during anther development as possible, RNA was isolated from five different development phases of microspore and mixed equally for the generation of cDNA library. 

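The lines compared are a cytoplasmic male sterile (CMS) line and its near-isogenic restorer line. For each line, flower buds of 20 plants were sorted into 5 phases, and the anther RNA of all phases was mixed into 1 library. The study therefore compared 2 libraries, and a difference between them has no replicate check. The variation among plants of a line and among phases was averaged within the mixed RNA and was not measured. Any test on the reads compares these libraries and not the lines, and every interval given for them covers counting error only. Table 1 lists 13573988 read pairs for the CMS line and 12860128 for the restorer line. The RPKM values that the authors deposited were computed from 10744829 reads counted on unigenes in the CMS line and 9552875 in the restorer line. These totals equal 79.2% and 74.3% of the listed read pairs, respectively. The counted totals are the ones used for the expression values. The paper's text does not name the aligner or the counting rule, so it is not known how reads of similar unigenes were assigned.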

The two cDNA libraries separately constructed from 121A and 121C were sequenced using the Illumina platform. After cleaning and quality check, 53 million 100bp paired-end reads were assembled into 85,144 unigenes with an average length of 643 bp (Table 1).

**Table 1:** Statistical summary of the chili pepper transcriptome.

	121A	121C	Total
Total read pairs (PEs)	13,573,988	12,860,128	–
Total base pairs (bp)	2,714,797,600	2,572,025,600	–
Average read length (bp)	100	100	–
Total number of unigenes	–	–	85,144
Mean length of unigenes (bp)	–	–	643
N50 length (bp)	–	–	1,014

### Gene Prediction

Gene prediction was conducted using the ‘GetORF’ software for the 85,144 unigenes, 84,793 of which contain protein coding sequences. The average length of the remaining 351 unigenes is 233 bp. This may be due to the fact that they are too short that cover only Untranslated Regions (UTR).

### Annotation of Predicted Proteins

In total, 27,191 (32%) unigenes were significantly matched to known genes in the public databases (Table S1). In fact, “non-BLASTable” sequences have been reported in all studies regarding plant transcriptomes. However, due to the differences in species, the sequencing depth and the parameters of the BLAST search, the proportion of “non-BLASTable” sequences range from 13 to 80% [43]–[46].

Consistent with other reports [47], [48], assembled sequences in the present study also showed that the longer the sequences had the higher match proportion in database. Match efficiency was 95.10% for sequences longer than 2,000 bp, but was 39.58% and 15.65% for sequences 500–1,000 bp and 100–500 bp in length, respectively (Figure 1).

**Figure 1:**
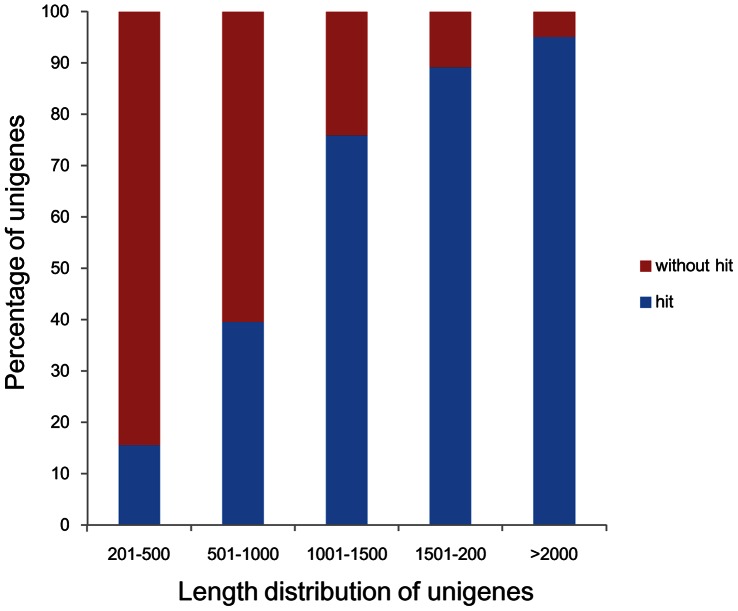
Comparison of unigene length between hit and no-hit unigenes.

In addition, we compared the pepper transcriptome with all the ESTs of *Capsicum annuum* in NCBI and tomato coding sequences (CDS) from ITAG2.3 annotation release in SGN. 3,385 (3.98%) and 4,993 (5.86%) of the unigenes match with the *Capsicum annuum* ESTs and tomato coding sequences, respectively, and when do the comparison conversely we got a similar result with 3,383 (3.97%) for the *Capsicum annuum* ESTs and 5,006 (5.88%) for tomato coding sequences.

### KOG Annotation

Out of 85,144 assembled unigenes, 35,393 unigenes were classified into 25 KOG categories (Figure 2), among which “Signal transduction mechanisms” represented the largest group (4,656, 13.16%), followed by “General function prediction only” (4,176, 11.80%), “Function unknown” (3,157, 8.92%) and “Posttranslational modification, protein turnover, chaperones” (2,917, 8.24%). “Nuclear structure” (234, 0.66%), “Extracellular structures” (182, 0.51%) and “Cell motility” (46, 0.13%) were the smallest groups.

**Figure 2:**
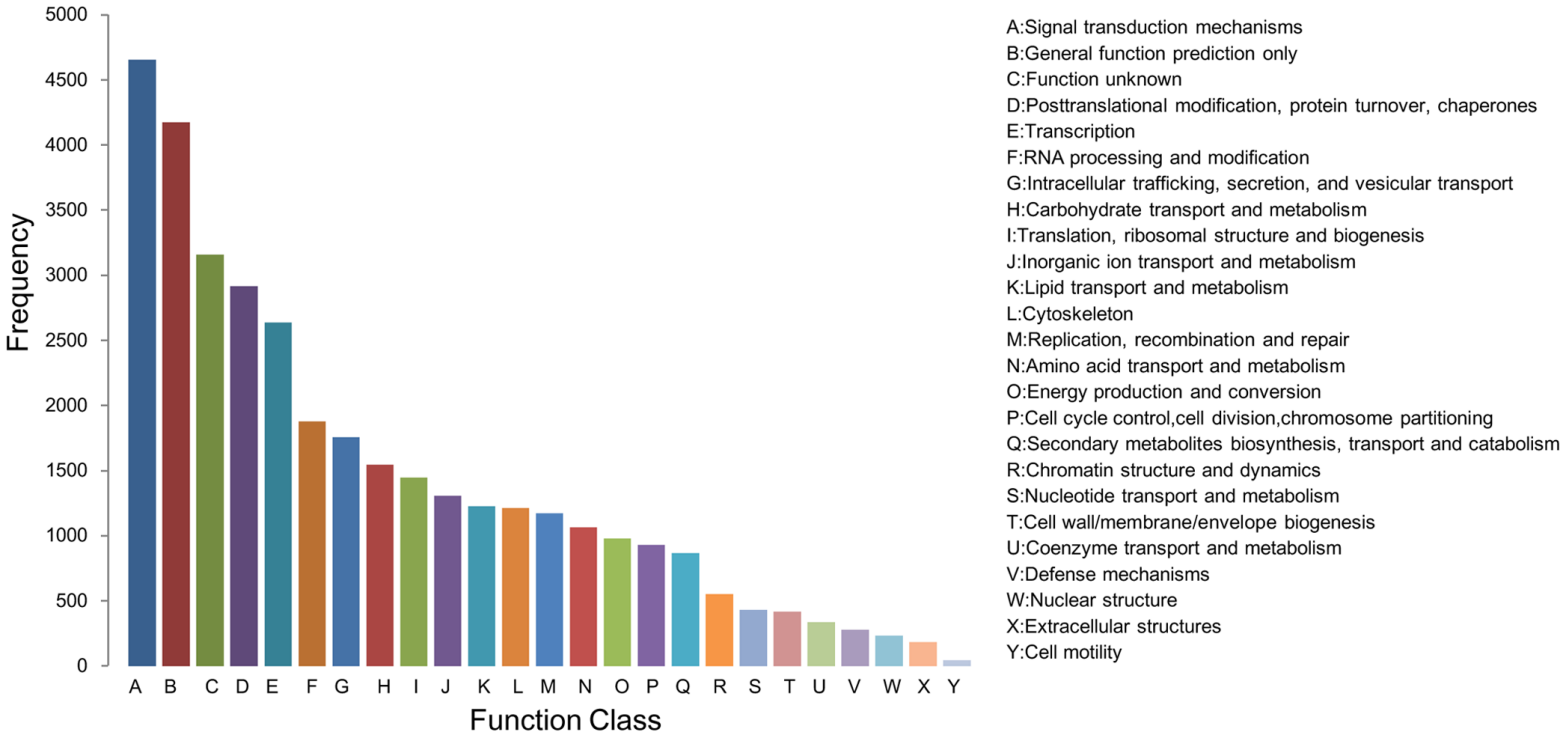
KOG functional classifications of the *Capsicum annuum* L. anther transcriptome.

### Gene Ontology (GO) Annotation

A total of 9,896 unigenes were assigned to 58 functional groups using GO assignment (Figure 3). In each of the three main categories (cellular component, molecular function and biological progress) of the GO classification, the dominant terms were “cell”, “binding” and “cellular process”, respectively. “Intracellular”, “catalytic activity” and “metabolic process” were also well represented. However, few genes were assigned to the terms “proteinaceous extracellular matrix & cell surface”, “translation regulator activity” and “extracellular structure organization”.

**Figure 3:**
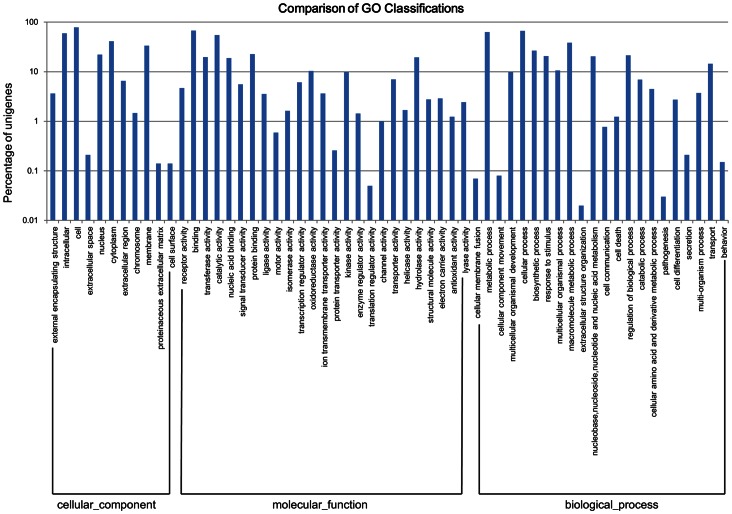
Gene Ontology classification of assembled unigenes.

### Kyoto Encyclopedia of Genes and Genomes (KEGG) Pathway Mapping

Functional classification and pathway assignment were performed by KEGG (Table S2). In total, 2,740 unigenes were assigned to 300 KEGG pathways. The pathways with most representation by the unigenes were ribosome (163), purine metabolism (114), spliceosome (106), starch and sucrose metabolism (99), RNA transport (99) and pyrimidine metabolism (97).

### Gene Expression Analysis

After calculation, expression of each unigene was obtained. 

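The authors deposited the reads, the RPKM, a log2 ratio and a q-value for 11387 unigenes, which are 13.4% of the 85144 assembled. All of them passed the threshold for differential expression, and the other 73757 unigenes were not analysed here. RPKM is the number of reads scaled to the length of the unigene and to the reads counted in the library. The lengths implied by this formula were whole numbers for all listed unigenes, from 201 to 19892 bp, with a median of 865 bp. The log2 ratio is that of the CMS line over the restorer line after division by the library totals, with 0 reads replaced by 0.5 read. Ratios recomputed in this way differed by at most 5e-09 from those in the authors' deposited table. The listed unigenes took 6018550 reads (56.0%) in the CMS line and 5471723 reads (57.3%) in the restorer line. Reads were distributed unequally among them. The unigene comp48143_c0_seq1, whose annotation was not used here, had 3473506 reads in the CMS line, or 32.3% of that library, and 121580 reads in the restorer line, or 1.27%. In the restorer line the most abundant listed unigene was comp38608_c0_seq1, with 701590 reads or 7.34% of the library, against 686 reads in the CMS line. The 10 most abundant listed unigenes together took 36.8% of the reads in the CMS line and 14.7% in the restorer line. When the 10 most abundant unigenes of each library were left out of the totals, all log2 ratios rose by 0.43.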

Using the restorer line as a reference, 4,326 up-regulated unigenes (with higher expressions in the sterile line) and 7,061 down-regulated unigenes (with higher expressions in the restorer line) were identified (Table S3). 

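The MARS test was recomputed on the reads of the 2 libraries. It takes the reads of each unigene as random draws from the library, so it contains no term for variation among plants. With Benjamini-Hochberg adjustment over the 11387 listed unigenes, 4326 were higher in the CMS line and 7061 were higher in the restorer line at an FDR of at most 0.001 and an absolute log2 ratio of at least 1. The largest adjusted p-value of this MARS test was 0.000208. Every listed unigene had already passed the authors' MARS test at these thresholds, so adjustment within the list could not remove a call. With MARS adjusted over all assembled unigenes, a choice made after the data were seen, the largest adjusted p-value was 0.00156. The numbers were then 4124 and 6810, and 453 calls were lost. As only unigenes called by the authors are listed, no other unigene could be called here. The number of calls depended most on the variation assumed between libraries beyond counting error. A negative binomial test was run with an assumed biological coefficient of variation of 0.4, set for each pooled library and not for single plants. Adjusted over the listed unigenes, it gave 181 unigenes higher in the CMS line and 2623 higher in the restorer line. Adjusted over all assembled unigenes, also a choice made after the data were seen, it gave 64 and 1822, respectively. Among the unigenes with at least 1 RPKM in both lines, the largest ratio towards the CMS line was that of comp38775_c1_seq1, with 260 reads in the CMS line and 7 in the restorer line and a log2 ratio of 5.05 (95% Clopper-Pearson interval 3.98 to 6.37). It was followed by comp60228_c1_seq1 with a log2 ratio of 4.94 and comp26916_c0_seq1 with 4.82. The largest ratio towards the restorer line was that of comp61834_c0_seq1, with 31 reads in the CMS line and 83709 in the restorer line and a log2 ratio of -11.57 (interval -12.13 to -11.06). The next were comp38607_c0_seq1 with -11.28 and comp56147_c0_seq1 with -10.87. In each direction the intervals of the 3 unigenes overlap.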

Results showed that the number of down-regulated unigenes was obviously larger than that of up-regulated unigenes (Figure 4). In addition, 9,224 and 13,568 specific unigenes were found in the sterile line and the restorer line, respectively (Figure 5).

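Of the called unigenes, 62.0% were higher in the restorer line, which is 1.63 unigenes for each one higher in the CMS line. The down-regulated unigenes also had the larger ratios. The median absolute log2 ratio was 4.87 (quartiles 2.13 and 6.21) for the unigenes higher in the restorer line and 2.02 (quartiles 1.42 and 3.03) for those higher in the CMS line. With fewer than 3 reads taken as 3, the medians were 2.98 and 2.02, respectively. An absolute log2 ratio of at least 5 was found for 3220 unigenes higher in the restorer line and for 240 higher in the CMS line. With the threshold raised to an absolute log2 ratio of 2, 5430 and 2218 unigenes remained, respectively. The unigenes of both groups had similar read numbers in the line where they were higher, with a median of 77 reads in the restorer line and 81 reads in the CMS line. In the other line the median was 3 reads for the unigenes higher in the restorer line and 19 reads for those higher in the CMS line. Thus 52.6% of the down-regulated unigenes had at most 3 reads in the CMS line, and their ratios depend on how such small numbers are treated. All these numbers hold for scaling by the counted totals, and unigenes that another scaling would newly call are not listed. When the shift that the share of comp48143_c0_seq1 gives was taken out, a choice made after the values were seen, 1353 unigenes with at least 200 reads in both lines together were higher in the restorer line and 1465 in the CMS line, at or past the smallest absolute log2 ratio then fully listed, 1.54. At an absolute log2 ratio of at least 2 they were 1182 and 701. This shift leaves the abundant unigenes of the restorer line in its total. Leaving out the 10 most abundant unigenes of each library raised the ratios by less, 0.43. From the numbers of unigenes in both directions, the paper states that down-regulation was the more frequent change.

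**Figure D1:**
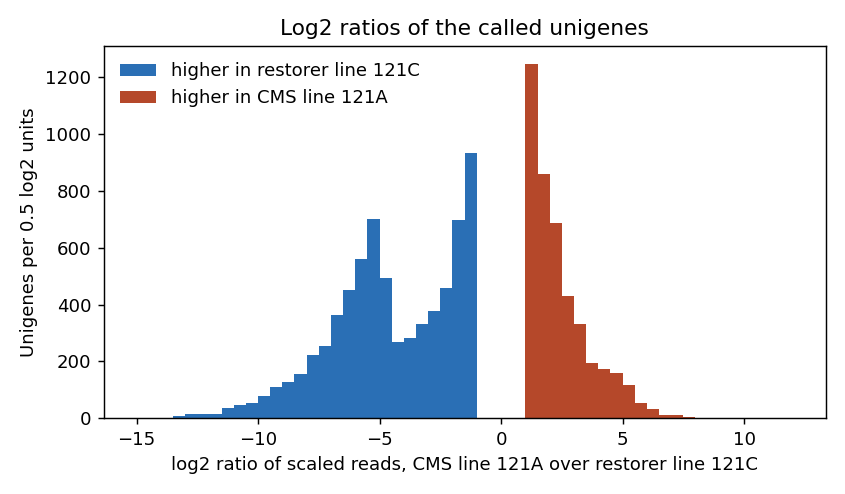
Number of called unigenes in bins of 0.5 log2 units, by the log2 ratio of library-scaled reads in the CMS line over the restorer line, with 0 reads taken as 0.5 read. Blue bars are the 7061 unigenes higher in the restorer line and red bars the 4326 higher in the CMS line, and besides the bars next to the threshold the blue bars have another peak between -5.5 and -5, where 702 unigenes lie.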

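Among the called unigenes, 302 had reads in the CMS line and 0 reads in the restorer line, and 2607 had reads in the restorer line and 0 reads in the CMS line. They make up 6.98% of the unigenes called higher in the CMS line and 36.9% of those called higher in the restorer line. Unigenes found in one line but not called are not in the deposited table. Most of those called were covered by few reads. The median was 21 reads for the unigenes found in the CMS line, with a minimum of 15, and 30 reads for those found in the restorer line, with a minimum of 13. At least 100 reads were counted for 11 of the former and 477 of the latter, and at least 1000 reads for 2 and 43, respectively. A count of 0 allows up to 3 reads at the depth of these libraries, so absence is better defined for the abundant unigenes. The unigene with most reads among those found in the restorer line was comp59916_c12_seq1, with 12414 reads, at least 3785-fold higher than in the CMS line by the lower 95% limit (Clopper-Pearson). In the other direction it was comp54881_c1_seq1, with 1654 reads in the CMS line, at least 398-fold higher than in the restorer line. Both were named after their values were seen. When at most 3 reads counted as absent, the numbers were 903 in the CMS line and 3711 in the restorer line. When the CMS library was thinned to the total of the restorer line, they were 302 and 2675.

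**Figure D2:**
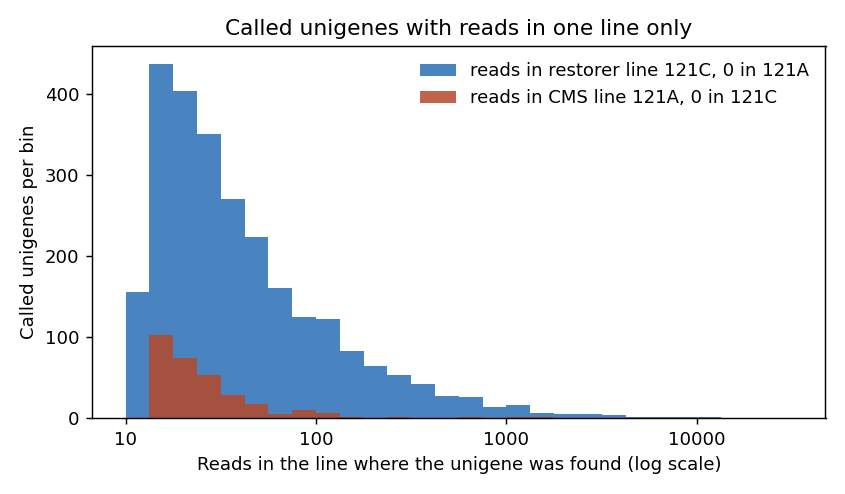
Reads of the called unigenes that had 0 reads in the other line (x axis, log scale) against the number of unigenes per bin (y axis). Blue bars are the 2607 unigenes found in the restorer line and red bars, drawn in front, the 302 found in the CMS line, with both groups mostly below 100 reads.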

**Figure 4:**
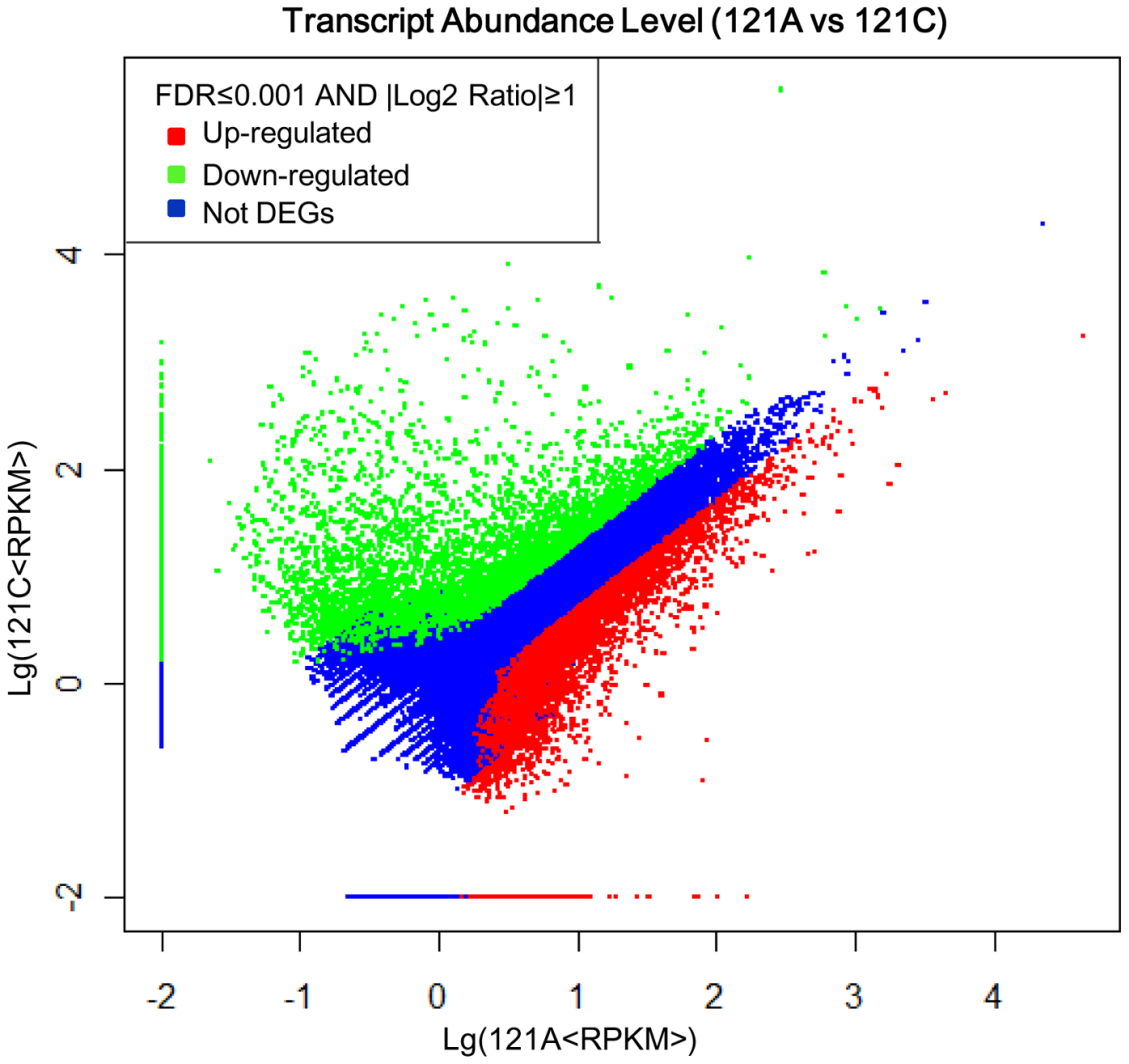
Changes of transcript abundance levels between 121A and 121C.

**Figure 5:**
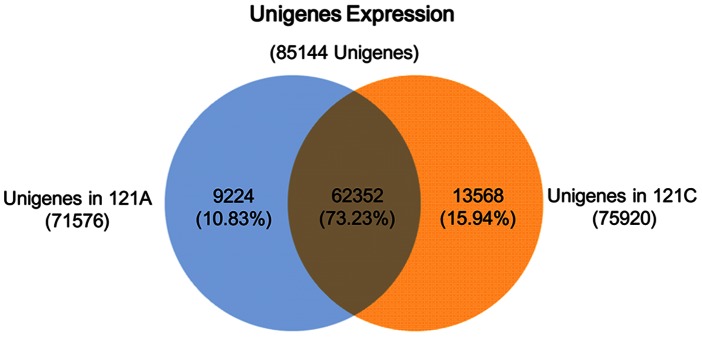
Numbers of unigenes expressed in 121A and 121C.

To evaluate the validity of Illumina analysis and to further assess the patterns of differential gene expression, several unigenes from our sequencing results were selected and detected by RT-PCR and qRT-PCR (Table 2) with unigene-specific primers (Table S4). For real-time RT-PCR (Figure 6), this study selected unigenes with known function like ATP binding protein, pentatricopeptide (PPR) repeat-containing protein, MADS-box transcription factor and the others. In contrast to the Illumina data, the highest up-regulation of comp66553_c0_seq1 was observed with almost 263-fold in 121C, while the transcript abundance of comp62432_c0_seq1 was induced by approximately 188-fold, lower than that of comp66553_c0_seq1. 

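In the RNA-seq data, 4 of these 12 unigenes were higher in the CMS line and 8 were higher in the restorer line. The ATP binding protein unigene comp215802_c0_seq1 (587 bp) had 15 reads in the CMS line and 0 in the restorer line, the lowest number of reads among the unigenes called with 0 reads in the restorer line. The PPR unigene comp198237_c0_seq1 (710 bp) had 22 reads in the CMS line and 2 in the restorer line, a log2 ratio of 3.29 (95% Clopper-Pearson interval 1.27 to 6.42). The other PPR unigene, comp56601_c0_seq1 (1035 bp), went in the opposite direction, with 5 reads in the CMS line and 54 in the restorer line and a log2 ratio of -3.60 (interval -5.28 to -2.29). The hypersensitive response assisting protein unigene comp51043_c0_seq1 had 1505 reads in the CMS line and 2 in the restorer line, and its log2 ratio was 9.39 (interval 7.53 to 12.43). The ARF GTPase activator unigene comp75836_c0_seq1 had 271 reads in the CMS line and 0 in the restorer line. The glutamine synthetase unigene comp61317_c2_seq1 had the narrowest interval, with 69 and 910 reads and a log2 ratio of -3.89 (interval -4.27 to -3.54). Other unigenes with its Trinity component number were higher in the CMS line, and whether they belong to the same gene is not known here. With a pseudocount of 1 RPKM added to both lines, the log2 ratio of comp51043_c0_seq1 fell to 6.20 and that of comp215802_c0_seq1 to 1.76.

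**Figure D3:**
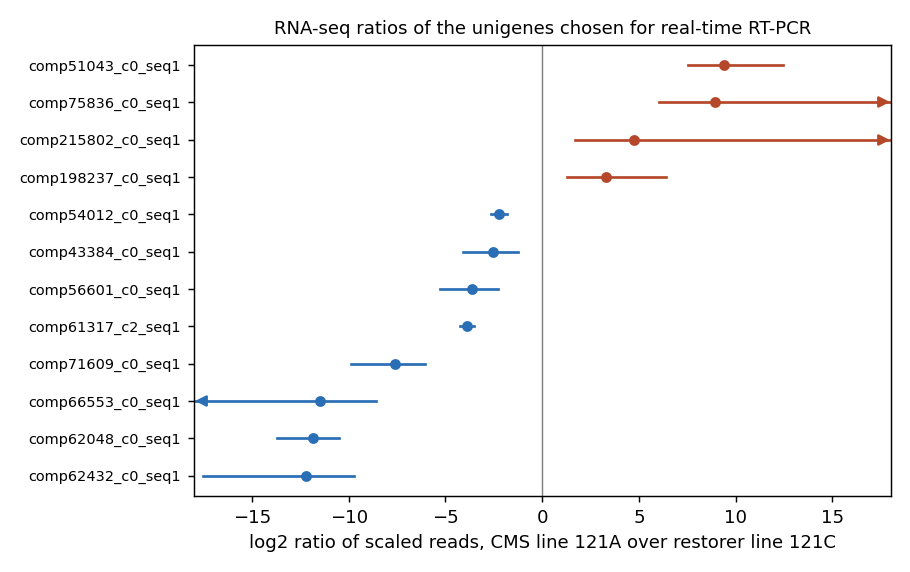
Log2 ratios of library-scaled reads in the CMS line over the restorer line (x axis) for the 12 unigenes chosen for real-time RT-PCR (y axis), in red for the 4 higher in the CMS line and in blue for the 8 higher in the restorer line. Points are the ratios with 0 reads taken as 0.5 read, lines the 95% Clopper-Pearson intervals, which cover counting error only, and arrows intervals without a limit because one line had 0 reads.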

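By sequencing, comp66553_c0_seq1, annotated as an F-box and wd40 domain protein, had 0 reads in the CMS line and 1257 reads in the restorer line, or 71.9 RPKM. By the lower limit of the 95% Clopper-Pearson interval, it was at least 383-fold higher in the restorer line. The ADP/ATP translocator unigene comp62432_c0_seq1 had 1 read in the CMS line and 4247 reads in the restorer line, or 256 RPKM, and was at least 857-fold higher in the restorer line. With 0 reads taken as 0.5 read, the log2 ratios were -11.47 and -12.22. On the log2 scale the interval of comp62432_c0_seq1 was -17.53 to -9.74, and that of comp66553_c0_seq1 had no lower limit and an upper limit of -8.58. These intervals overlap.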

Most selected unigenes (e.g. comp215802_c0_seq1, comp198237_c0_seq1, comp54012_c0_seq1, comp56601_c0_seq1, comp71609_c0_seq1, comp66553_c0_seq1, comp62048_c0_seq1 and comp62432_c0_seq1) showed lower changes when compared with Illumina sequencing. Furthermore, 8 “non-BLASTable” unigenes were selected randomly for relative RT-PCR (Figure 7). 

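Fold differences from the reads were computed for the 8 unigenes of known function that the paper lists with lower changes by real-time RT-PCR. Those of comp66553_c0_seq1 and comp62432_c0_seq1 are given above. Where a line had 3 reads or fewer, the fold is given as the lower limit of its 95% Clopper-Pearson interval. The differences were at least 3.19-fold for comp215802_c0_seq1 and at least 2.40-fold for comp198237_c0_seq1, both higher in the CMS line. The peroxidase unigene comp71609_c0_seq1, with 3 reads in the CMS line and 516 in the restorer line, was at least 65.8-fold higher in the restorer line. The serine acetyltransferase unigene comp54012_c0_seq1, with 65 reads in the CMS line and 271 in the restorer line, was 4.69-fold higher in the restorer line (interval 3.57 to 6.25). A 12.1-fold difference was found for comp56601_c0_seq1 (interval 4.90 to 38.9). The pectin methylesterase unigene comp62048_c0_seq1 had 4 reads in the CMS line and 13085 in the restorer line and was 3679-fold higher in the restorer line (interval 1437 to 13506).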

The log2ratios for comp54630_c1_seq1 and comp60513_c2_seq1 were −2.6 and −7.9, respectively. In contrast to the Illumina data, expression difference of comp54630_c1_seq1 between the two materials was more obvious than that of comp60513_c2_seq1 when using relative RT-PCR. However, the trend of higher abundance in the restorer line was consistent between sequencing and relative RT-PCR. 

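Of the 8 unigenes without a match in the databases, 3 were higher in the CMS line and 5 were higher in the restorer line. There were 11 reads of comp54630_c1_seq1 (1224 bp) in the CMS line and 58 in the restorer line, and its log2 ratio was -2.57 (95% Clopper-Pearson interval -3.65 to -1.62). Of comp60513_c2_seq1 (993 bp) there were 0 reads in the CMS line and 103 in the restorer line. Its log2 ratio was -7.86 with 0 reads taken as 0.5 read, and the upper limit of its interval was -4.95. The ratios of these unigenes differed by more than the counting error. The value for comp60513_c2_seq1 depended on the treatment of 0 reads, as it was -3.57 with a pseudocount of 1 RPKM and -10.09 with 0.01 RPKM. The smallest ratio was that of comp54075_c0_seq1, with 85 reads in the CMS line and 160 in the restorer line and a log2 ratio of -1.08 (interval -1.48 to -0.69). It moved to -0.65, below the threshold, when the 10 most abundant unigenes of each library were left out of the totals. The unigene comp60087_c0_seq1 had the most reads, 3135 in the CMS line and 243 in the restorer line, with a log2 ratio of 3.52 (interval 3.33 to 3.71). The other 4 had at most 134 reads in the line where they were higher and 1 or 0 reads in the other.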

Taken together, the expression patterns of these genes in 121A and 121C are consistent with the Illumina data. RT-PCR results basically confirmed the reliability of our transcriptome analysis. However, the two techniques essentially use different algorithms, which may explain the above-mentioned some inconsistent results [49]–[51].

**Figure 6:**
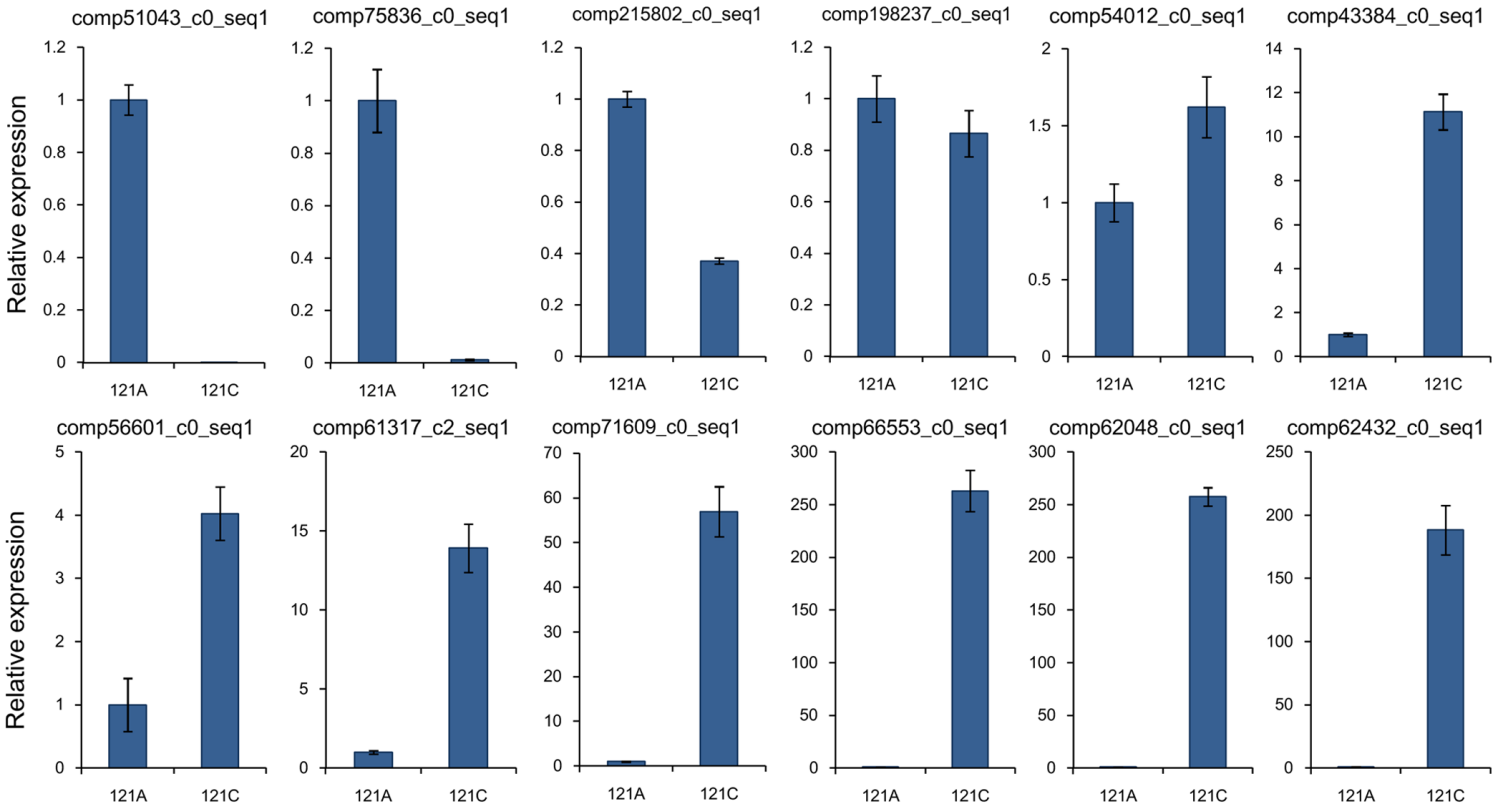
Relative expressions of the twelve selected known function unigenes detected by real-time RT-PCR. The transcript levels were normalized with *actin* gene, and the level of each unigene in 121A was set at 1.0. Error bars represent the SE for three independent experiments. The unigene expression in Illumina experiment and the descriptions are listed in Table 2. The primers used for each gene are listed in Table S4.

**Figure 7:**
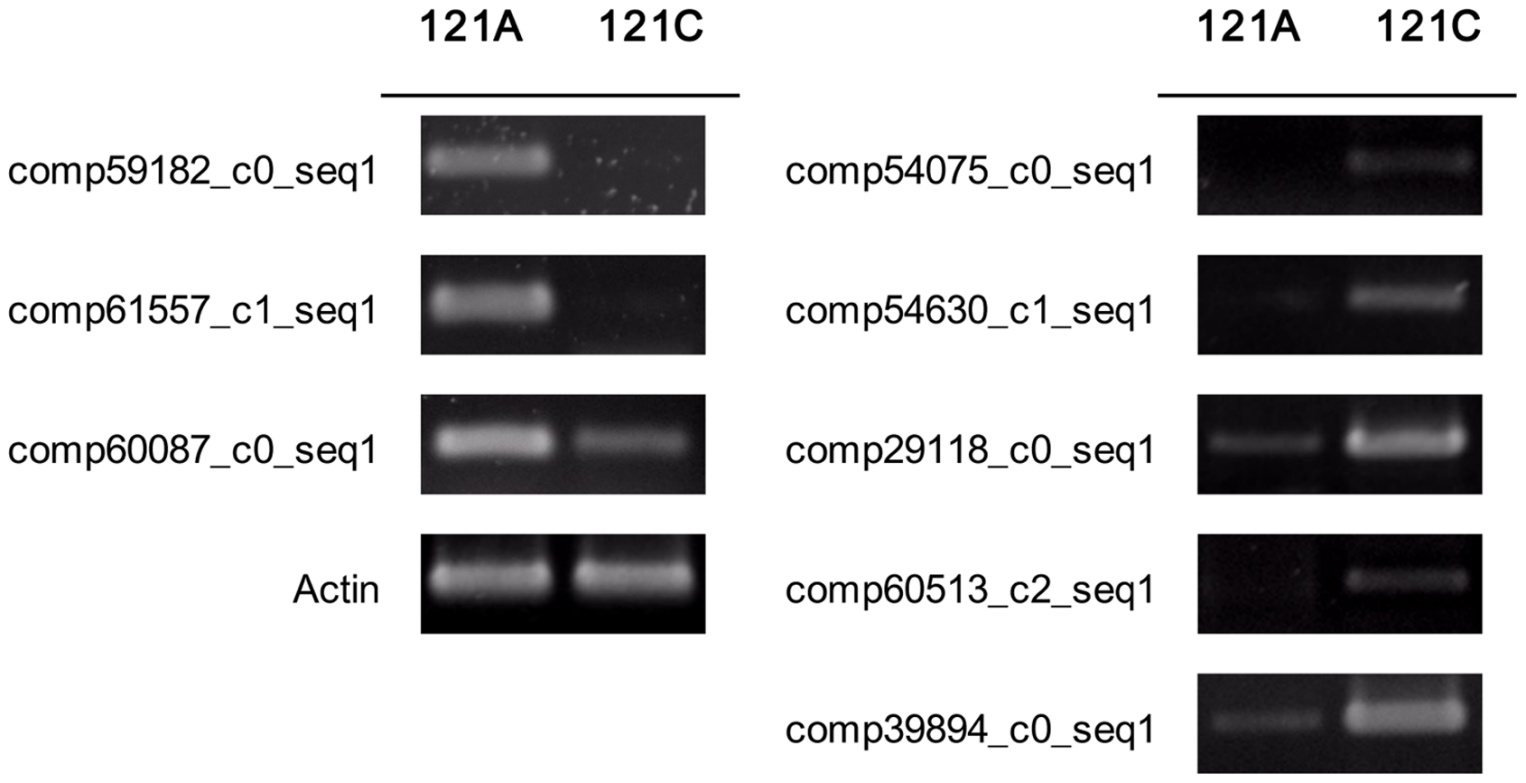
Expression profiles of the eight selected unknown function unigenes detected by relative RT-PCR. The *actin* gene was used as the control, and a total of three independent experiments were carried out. The descriptions and primers of Illumina experiment are listed in Table 2 and Table S4, respectively.

**Table 2:** List of the differentially expressed unigenes selected for confirmation by RT–PCR.

Query Name	RNA-seq			Description
	121A	121C	Log2ratio(A/C)	
comp51043_c0_seq1	1,505	2	9.4	hypersensitive response assisting protein
comp75836_c0_seq1	271	0	8.9	ARF GTPase activator
comp215802_c0_seq1	15	0	4.7	ATP binding protein, putative
comp198237_c0_seq1	22	2	3.3	pentatricopeptide repeat-containing protein At2g37310-like
comp54012_c0_seq1	65	271	−2.2	serine acetyltransferase
comp43384_c0_seq1	6	31	−2.5	MADS-box family protein
comp56601_c0_seq1	5	54	−3.6	pentatricopeptide repeat-containing protein At5g16860-like
comp61317_c2_seq1	69	910	−3.9	glutamine synthetase
comp71609_c0_seq1	3	516	−7.6	peroxidase
comp66553_c0_seq1	0	1,257	−11.5	F-box and wd40 domain protein
comp62048_c0_seq1	4	13,085	−11.8	pectin methylesterase
comp62432_c0_seq1	1	4,247	−12.2	ADP/ATP translocator
comp59182_c0_seq1	133	0	7.9	
comp61557_c1_seq1	106	2	7.6	
comp60087_c0_seq1	3,135	243	3.5	
comp54075_c0_seq1	85	160	−1.1	
comp54630_c1_seq1	11	58	−2.6	
comp29118_c0_seq1	1	95	−6.7	
comp60513_c2_seq1	0	103	−7.9	
comp39894_c0_seq1	0	134	−8.2	

All unigenes showing significant differences in transcript abundance between the two materials were mapped to the GO and KEGG pathway database. Differently expressed unigenes obviously enriched in four GO terms, i.e. “extracellular”, “ion transporter activity”, “lyase activity” and “transporter activity” (Table 3). Twenty KEGG pathways with enrichment of differently expressed unigenes were also found (Table 4), among which the top three pathways that cover the most differentially expressed unigenes were starch and sucrose metabolism (41), oxidative phosphorylation (40) and plant-pathogen interaction (28).

**Table 3:** Differentially expressed unigenes significantly enriched GO.

Go-ID	Go term	DEG^a^	Total^b^	Category	P value	FDR
GO:0005215	transporter activity	187	702	function	0.000384	0.005575
GO:0005576	extracellular	186	652	component	5.76E–06	0.000334
GO:0015075	ion transporter activity	107	363	function	0.000121	0.002343
GO:0016829	lyase activity	77	244	function	8.61E–05	0.002343

a Number of differentially expressed unigenes.

b Number of total unigenes.

**Table 4:** Differentially expressed unigenes significantly enriched pathways.

Pathway	DEG^a^	Total^b^	P value	FDR
Starch and sucrose metabolism	41	99	3.63E–05	0.000907
Oxidative phosphorylation	40	87	1.84E–06	5.01E–05
Plant-pathogen interaction	28	62	7.37E–05	0.0017
Parkinsons disease	26	58	0.000144585	0.002892
Alzheimers disease	26	62	0.000556569	0.008349
Pentose and glucuronate interconversions	22	49	0.00038667	0.006444
Glyoxylate and dicarboxylate metabolism	19	39	0.000210142	0.00394
Tryptophan metabolism	11	19	0.000332496	0.005868
Cyanoamino acid metabolism	10	17	0.000442111	0.006981
Linoleic acid metabolism	7	9	8.06E–05	0.001727
Glucosinolate biosynthesis	3	3	0	0
Phosphonate and phosphinate metabolism	3	3	0	0
Betalain biosynthesis	1	1	0	0
Biosynthesis of siderophore group nonribosomal peptides	1	1	0	0
Biosynthesis of vancomycin group antibiotics	1	1	0	0
Butirosin and neomycin biosynthesis	1	1	0	0
Chlorocyclohexane and chlorobenzene degradation	1	1	0	0
Fluorobenzoate degradation	1	1	0	0
Polyketide sugar unit biosynthesis	1	1	0	0
Toluene degradation	1	1	0	0

a Number of differentially expressed unigenes.

b Number of total unigenes.

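The annotation in Table S1 covers 27191 unigenes in the paper, and 1999 of these, the first by name, were used here. Of these, 317 were called different between the lines. The 309 called ones with a best match in a plant held 7196 reads in the CMS line and 8662 in the restorer line. All 11387 called unigenes held 6018550 and 5471723 reads, respectively. The part used here thus holds called unigenes with few reads and does not represent the others in abundance. A keyword for molecular pathology (pathogenesis-related, hypersensitive, disease resistance, blight resistance or virus) was found in 20 of the 1999 annotations. The keywords were chosen after the values were seen. Of these 20 unigenes, 4 were called, and all 4 were higher in the restorer line. A pathogenesis-related protein unigene, comp148881_c0_seq1, had 7 reads in the CMS line and 26 in the restorer line. A PR-10 type pathogenesis-related protein unigene, comp200185_c0_seq1, had 1 and 23 reads, and a late blight resistance protein unigene, comp228792_c0_seq1, had 0 and 15 reads. The fourth, comp179484_c0_seq1, had its best match in Tomato mosaic virus, with 0 reads in the CMS line and 41 in the restorer line. At these read numbers the log2 ratio of comp148881_c0_seq1, -2.06, had a 95% Clopper-Pearson interval of -3.51 to -0.82. The hypersensitive response assisting protein unigene of Table 2 was higher in the CMS line.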

Some genes among the differentially expressed unigenes are associated with molecular pathology, though we collected samples from asymptomatic plants. In addition, it has reported that restorer genotype for male sterile cytoplasm of genetic resources was moderately resistant to phytophthora capsici, which implied some differentially expressed unigenes may be associated with both molecular pathology and restoration of fertility [52].

### Analysis of Candidate Male Sterile Genes

Previous studies proved the sharply decreased content of ATP in the male sterile line [53] and its level was much lower than that in the maintainer line [54]. Many mitochondrial genes related to male sterility turned out to be involved in the mutation of ATP synthase subunits [55], such as the rape *atp6* gene of Polilma CMS [56], the sunflower *atp4* gene [57], the radish *atp8* gene of Ogura CMS [58] and the petunia *atp9* gene [59], etc. Also a gene named *atp6-2* [14] was found to be related to male sterility in pepper. Our study identified 39 unigenes associated with ATP synthase including ATP synthase subunit, among which 4 unigenes showed high abundance in 121A while 6 in 121C.

Cytochrome oxidase is the marker enzyme of mitochondrial inner membrane with strong activity. It plays important role in the mitochondrial respiratory chain electron transfer system and affects plant cell respiration. 

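In the 1999 annotations used here, 5 unigenes were annotated as cytochrome oxidase, and 1 of them was called different. This unigene, comp179704_c0_seq1 (489 bp), had 1 read in the CMS line and 16 reads in the restorer line, a log2 ratio of -4.17 (95% Clopper-Pearson interval -9.56 to -1.48). Its best match was subunit III of cytochrome c oxidase of the honey bee. None of the 5 had its best match in a plant.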

For the 18 cytochrome oxidase-related unigenes found in the present study, 2 and 7 unigenes were highly abundant in 121A and 121C, respectively. Many studies have shown that cytochrome oxidase is relevant to CMS in plants [60]–[62], and the open reading frame *orf456* found in pepper *coxII* gene is closely related to CMS [15].

### Analysis of Candidate Fertility Restorer Gene

The PPR (pentatricopeptide repeat) gene family is a large gene family characterized by the presence of tandem arrays of a degenerate 35-amino-acid repeat [63]. Due to its essential roles in mitochondria and chloroplasts, the PPR has received the enormous attention. Many restorer genes, including the radish *Rfo* gene [64], the rice *Rf-1* gene [65] and the petunia *Rf-PPR592* gene [66], etc., encode proteins of PPRs. Among 463 PPR unigenes found in the present study, 17 and 9 unigenes were highly abundant in 121A and 121C, respectively.

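Of the 1999 annotations used here, 55 named a PPR protein, and 4 of these unigenes were called different. Besides comp198237_c0_seq1, those higher in the CMS line were comp112427_c0_seq1, with 88 reads in the CMS line and 38 in the restorer line and a log2 ratio of 1.04 (95% Clopper-Pearson interval 0.48 to 1.63), and comp114586_c0_seq1, with 77 and 28 reads and a log2 ratio of 1.29 (interval 0.65 to 1.97). Both intervals include ratios below the threshold of 1. One unigene, comp116121_c0_seq1, was higher in the restorer line, with 2 reads in the CMS line and 49 in the restorer line, at least 7.23-fold by the lower limit of its interval. At an absolute log2 ratio of at least 2, 1 of the 3 unigenes higher in the CMS line passed. The other PPR members counted by the paper, apart from comp56601_c0_seq1 of Table 2, were not analysed here.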

### Analysis of Other Candidate Male Fertility-related Genes

Since the abnormal development of anther or pollen is the immediate cause of male sterility, proteins related to anther and pollen may have close relationships with fertility. We found 2 anther specific proteins were more abundant in 121C than in 121A. Proteins related to pollen, including major pollen allergen, pollen coat-like protein and pollen-specific protein, were notably represented among 121C transcripts, with 13 highly abundant unigenes compared with 1 abundant unigene in 121A.

The abnormity of activated oxygen metabolism in the development of anther or young panicle may be associated with male sterility [67]–[72]. The differences of activated oxygen metabolism were compared between the three-lines of CMS [73], [74], but the influence of oxygen metabolism on fertility remains unknown. As active oxygen scavengers of plant, 10 and 7 peroxidase-associated unigenes were found up-regulated in 121A and 121C, respectively. 

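The 1999 annotations used here held 3 peroxidase unigenes, and 2 of them were called different, both higher in the CMS line. Peroxidase 10 precursor, comp123766_c0_seq1, had 65 reads in the CMS line and 17 in the restorer line, and its log2 ratio was 1.77 (95% Clopper-Pearson interval 0.98 to 2.63). Peroxidase 55-like, comp126036_c0_seq1, had 60 reads in the CMS line and 5 in the restorer line, and its log2 ratio was 3.42 (interval 2.11 to 5.09). The peroxidase unigene of Table 2, comp71609_c0_seq1, went in the opposite direction.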

Among the unigenes annotated as catalase gene, 1 was highly abundant in 121A and 2 in 121C. For superoxide dismutase-related unigenes, only 1 showed high abundance in 121A. All the 3 polyphenol oxidase unigenes in our results were differentially abundant unigenes with 2 highly abundant in121A and 1 in 121C.

It's lack of soluble sugar in the male sterile lines, like pepper [75], cabbage [76] and rape [77]. Gluconeogenesis is an important pathway to generate sugar in plant, in which malate dehydrogenase and aspartate aminotransferase play important roles. Our results showed that 1 malate dehydrogenase-associated unigene was highly abundant in 121A but 4 in 121C, and 1 aspartate aminotransferase unigene was highly abundant in 121C.

Insufficiency or deviation of RNA editing may form improper editing products and therefore hinder the proper functions that generate CMS [78], [79]. We found 6 highly abundant splicing factors in 121A and 1 in 121C.

The MADS-box gene family is a regulatory gene family with specific sequence in plants. Proteins coded by this gene family play important roles in regulation of growth and development of plants. It regulates the development of roots, leaves, fruits and flowers [80] with different spatial and temporal expression profiles during development of floral meristems and floral organs [81]. 

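The MADS-box unigene chosen for real-time RT-PCR, comp43384_c0_seq1 (935 bp), had 6 reads in the CMS line and 31 in the restorer line. Its log2 ratio was -2.54 (95% Clopper-Pearson interval -4.09 to -1.26), or 5.81-fold higher in the restorer line. The 1999 annotations used here held 2 other MADS-box unigenes, neither of which was called different.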

We found 4 and 5 highly abundant unigenes with MADS-box domain in 121A and 121C, respectively.

The F-box proteins with F-box domain can identify substrates in the ubiquitin-mediated proteolysis pathways, and play important roles in cell cycle, signal transduction, transcription, programmed cell death and male sterility [82]. 

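In the 1999 annotations used here, 13 unigenes were annotated as F-box proteins, and 5 of them were called different. The one higher in the CMS line, F-box only protein 13-like (comp149507_c0_seq1), had 55 reads in the CMS line and 16 in the restorer line and a log2 ratio of 1.61 (95% Clopper-Pearson interval 0.79 to 2.51). The other 4 were higher in the restorer line. Among them, comp103723_c0_seq1 had 1 read in the CMS line and 84 in the restorer line, at least 16.5-fold higher in the restorer line by the lower limit of its interval, and comp155445_c0_seq1 had 6 and 36 reads, with a log2 ratio of -2.75 (interval -4.29 to -1.49). An S-locus F-box-like unigene, comp160698_c0_seq1, and a class S F-box unigene, comp210006_c0_seq1, had 0 reads in the CMS line and 18 and 23 reads in the restorer line. The F-box and wd40 domain unigene of Table 2 was also higher in the restorer line.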

We found 21 highly abundant F-box unigenes in 121A and 38 in 121C.

### Conclusion

In the present study, we not only profiled the transcriptome of pepper anther, but also analyzed differentially abundant unigenes between a pepper CMS line 121A and its near-isogenic restorer line 121C. The total 5.3 Gb data were assembled into 85,144 unigenes. We assembled 71,576 and 75,920 unigenes from 121A and 121C, respectively. 4,326 and 7,061 unigenes were found highly abundant in lines 121A and 121C, respectively. After further enrichment analysis, we identified three enriched pathways that cover the most differentially abundant unigenes. Our results provide a global look at the differences between the pepper CMS line and its near-isogenic restorer line, and laid the foundation for identifying new fertility-associated genes and elucidating the mechanisms of cytoplasmic male sterility and fertility recovery.

## Materials and Methods

### Plant Materials and RNA Extraction

The pepper CMS line 121A and its near-isogenic restorer line 121C were selected as materials for RNA sequencing. They were drawn from a backcross program [83]. Line 121A was from a backcross between chili pepper advanced inbred lines 121 and 8907A. In order to get the corresponding restorer line 121C, 8907A was crossed to “big gold bullion” with single dominant restorer gene. It was followed by backcrossing repeatedly with advanced inbred line 121. The cytoplasmic source of the CMS line and restorer line was derived from 8907A and a minimum of seven backcrosses was made. In consequence, the CMS line and restorer line had the similar cytoplasmic genetic background. In addition, it’s believed that they had the identical nuclear genetic background except for the restorer gene locus. Both lines were grown in the Shangzhuang experimental station of China Agricultural University under standard greenhouse condition during spring in 2011.

Flower buds were collected from each of the 20 individuals of 121A and that of 121C, respectively. And collected flower buds were divided into five phases according to the relevance between development phases of microspore and morphological characteristics of floral organs (see Figure 8 for details) [84]. Anthers of the five phases were taken out and frozen in liquid nitrogen. All samples were stored at −80°C until RNA extraction.

**Figure 8:**
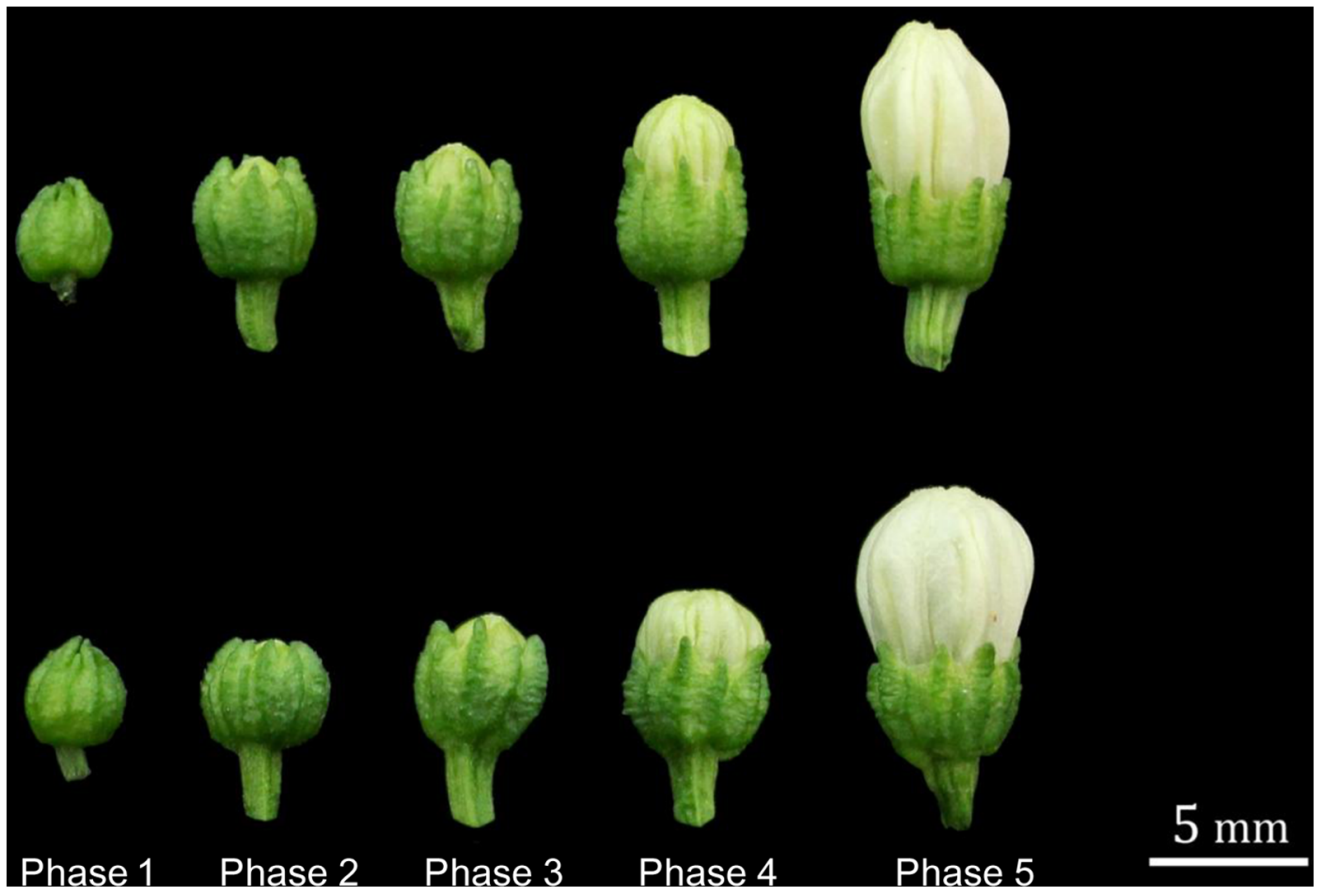
Examples of sampled flower buds. Phase 1–Phase 5. Representative flower buds collected to produce the samples. Phase 1: Buds were small; sepals wrapped corolla. Phase 2: Buds were a little larger; sepals opened slightly on the top end; the length of sepals was slightly greater than that of petals. Phase 3: Buds swelled obviously; sepals splayed; the length of petals is about the same as or slightly larger than that of sepals. Phase 4: Buds swelled sufficiently; petals overtopped sepals distinctly; sepals attained their sizes. Phase 5: Petals attained their sizes; buds would blossom soon. The upper row was 121A.

Each frozen sample was grinded in a mortar with liquid nitrogen, and then total RNA was isolated using Trizol reagent (Invitrogen, USA) following the standard protocol. The concentration of total RNA was determined by NanoDrop (Thermo Scientific, USA), and the RNA integrity value (RIN) was checked using RNA 6000 Pico LabChip of Agilent 2100 Bioanalyzer (Agilent, USA). Then RNA of the five phases was equally mixed.

The mixed RNA was incubated with DNase I (Ambion, USA), and messenger RNA was further purified with MicroPoly(A) Purist Kit (Ambion, USA) as per the protocol and the final concentration was determined using NonoDrop.

### Library Preparation

RNA was fragmented and annealed with Biotinylated Random Primers which have the Illumina adapter sequence. Then the RNA fragments were captured by Strapavidin through Biotinylated Random Primers. Another Illumina adapter was ligased to 5′RNA by RNA ligase. Reverse transcriptase was used for reverse transcription. Finally two double strand Illumina libraries were obtained by PCR amplification.

### Sequencing and Data Processing

The two libraries were sequenced by Illumina paired-end sequencing technology. Raw data was scanned using Casava with default parameters, and reads with more 10% Q<20 bases were removed. All sequences smaller than 70 bases were eliminated based on the assumption that small reads might represent sequencing artifacts [85]. Then the high quality reads were assembled by Trinity with default parameters to construct unique consensus sequences [86].

### Bioinformatics Analysis

After *de novo* assembled with Trinity, open reading frames were identified by using an in-house developed program based on ‘GetORF’ from EMBOSS [87]. Gene annotation was performed through BLASTp search against Swiss-Prot and GenBank database with E value of 10^−5^, and then the best one was chosen as the result of gene annotation. Comparisons with the ESTs of *Capsicum annuum* in NCBI and tomato CDS in SGN were performed through Perl scripts, with E value less than 10^−10^ and 10^−20^, respectively, and the proportion of the similar part larger than 80%. Gene ontology analysis was performed using GoPipe [88], BLASTP was firstly used to search against Swiss-Prot and TrEMBL database with E value of 10^−5^, and then the GO information was obtained according to gene2go. The metabolic pathways were constructed based on KEGG database by BBH (bi-directional best hit) method [89]. KO number of each protein was identified firstly and metabolic pathways were constructed based on the KO number then.

### Gene Expression Difference Analysis

Reads number of each unigene was firstly transformed into RPKM (Reads per Kilo bases per Million reads) [90] and then differently expressed unigenes were identified by DEGseq package using the method MARS (MA-plot-based method with Random Sampling model) [91]. “FDR ≤0.001 and the absolute value of log_2_Ratio ≥1” was used as the threshold to judge the significance of unigene expression difference. The data analyzed have been deposited on the NCBI Gene Expression Omnibus under accession no. GSE45431.

Candidate male fertility-related genes were selected according to their annotation (Table S1), and then their abundance differentiations of the two materials were obtained from the result of gene expression analysis (Table S3).

### Enrichment Analysis

All unigenes showing significant transcript abundance differences between the two materials were firstly mapped to the GO and KEGG pathway databases, and then the numbers of unigenes for every GO term and KO term were calculated, respectively. Significantly enriched GO and KO terms from the set of differentially abundant unigenes were found using the hypergeometric test, for the sake of comparing these unigenes to the achieved chili pepper transcriptome background. The formula for the gene enrichment test was

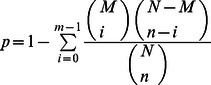
in which N represents the total number of unigenes with GO and KEGG pathway annotation; n represents the number of differentially abundant unigenes in N; M represents the number of unigenes that were annotated to certain GO or KO terms; and m represents the number of differentially abundant unigenes in M. The initially obtained p-values were then adjusted using a Bonferroni Correction and a corrected p-value of 0.05 was adopted as a threshold.

### Reverse Transcriptase PCR (RT-PCR) Analysis

Total RNA isolated above was treated with DNase I to remove genomic DNA contamination. The first-strand cDNA synthesis and the qRT-PCR were carried out using the PrimeScript 1st Strand cDNA Synthesis Kit (Takara) and SYBR Premix Ex Taq™(Takara), respectively. The qRT-PCR was performed on an ABI PRISM 7500 Real-Time PCR System(Applied Biosystems, USA) with the following cycling parameters: 95°C for 30 s, followed by 40 cycles of: 95°C for 5 s, 60°C 34 s. The *actin* (GenBank: GQ339766.1) gene was used as the internal control. Expression levels of the unigenes were calculated from the threshold cycle using the delta–delta Ct method [92]. The cycling parameters of relative RT-PCR were: 94°C for 2 min followed by 30 cycles of 94°C for 30 s, 54°C for 30 s (annealing temperatures were set according to the primers’ Tm.), 72°C for 40 s, and final elongation at 72°C for 3 min. All reactions were performed with at least three replicates.

## Supporting Information

Table S1 **Top BLAST hits from BLASTING** ***Capsicum annuum*** **L. unigenes against public databases.**
(XLS) Click here for additional data file.

Table S2 **KEGG biochemical mappings for** ***Capsicum annuum*** **L.**
(XLS) Click here for additional data file.

Table S3 **Differentially expressed unigenes between 121A and 121C.**
(XLS) Click here for additional data file.

Table S4 **The primer lists for unigenes used for RT-PCR.**
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

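The data are the expression values of anther RNA from the CMS line and the restorer line. Anther RNA of 20 plants per line and 5 bud phases was mixed, and 1 library per line was sequenced. By the paper's methods, the authors removed reads with many low-quality bases and reads under 70 bases, assembled the reads of both lines with Trinity, and obtained the number of reads on each unigene. The aligner, the counting rule and the treatment of reads that match several unigenes are not named in the paper's text. No genome was used.

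The authors deposited counts, that is the whole number of reads on each unigene in each library, without normalization. They also deposited RPKM, which the authors computed from these counts, the unigene length and the library total. The authors' log2 ratio compares the CMS line with the restorer line after scaling by the library totals. The q-value deposited by the authors is the false discovery rate of the MARS method of the DEGseq package. The table holds 11387 unigenes, all called different by the authors at an FDR of at most 0.001 and an absolute log2 ratio of at least 1. The other unigenes of the assembly were not analysed here, and no call can be gained from this table, only lost.

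The library totals were recovered from the counts and RPKM values, using that unigene lengths are whole numbers. They came to 10744829 reads in the CMS line and 9552875 in the restorer line, and the implied lengths lay within 5.5e-05 of a whole number. These totals are 39.6% and 37.1% of the reads listed in Table 1 if each pair is counted as 2 reads, and 79.2% and 74.3% if it is counted as 1. Log2 ratios were recomputed with 0 reads set at 0.5 read, as in the deposited ratios. Intervals at the 95% level are exact (Clopper-Pearson) intervals of the share of the CMS line in the reads of both libraries, converted to a ratio. They cover counting error only. Where a line had 3 reads or fewer, the fold is given as at least the lower limit of this interval.

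The MARS test was recomputed from its formula and adjusted by Benjamini-Hochberg over the listed unigenes. Across 10791 unigenes, which are not independent replicates, the logarithm of its p-value correlated with that of the authors' deposited q-value at a Pearson r of 0.99999. The test compares 2 libraries. As there is no replicate, edgeR's quasi-likelihood test could not be fitted. In its place, edgeR's exact negative binomial test was run with assumed biological coefficients of variation of 0.2 and 0.4, as alternatives. Reads were simulated for 11387 unigenes with counting error only, the model that MARS assumes, and 200 unigenes were changed 4-fold. On these reads, the MARS test called 153 of the changed unigenes and 0 of the others. The exact binomial test called 151 and 0, and the negative binomial test, on reads simulated with a coefficient of variation of 0.2, called 39 and 0. MARS and the exact binomial test were not run on reads with such added variation. Their 0 calls therefore do not measure false calls under it. The median log2 ratio of the raised unigenes was 1.96 in the reads simulated for MARS, against 2 simulated.

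The other alternatives were an exact binomial test, scaling without the 10 most abundant unigenes of each library, a threshold of 2 for the absolute log2 ratio, pseudocounts of 1 and 0.01 RPKM, a minimum mean of 1 RPKM, and reads summed per Trinity component (unigenes whose names share a component number). For unigenes found in one line, absence as at most 3 reads, presence as at least 1 RPKM, and the CMS line thinned to the total of the restorer line (median of 100 draws) were tried. These choices were set before the data were examined. Adjustment over all 85144 assembled unigenes, and scaling by the reads on unigenes that were not called, were added after the data were seen.

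Unigenes are named by a rule that was also set beforehand. It covers the 20 unigenes of Table 2, the called members of the fertility-related families with up to 6 per family, the 3 unigenes with the highest RPKM in each library, and the 3 with the largest ratio in each direction among those with at least 1 RPKM in both. Those with the highest RPKM were comp48143_c0_seq1, comp56056_c0_seq1 and comp52029_c0_seq1 in the CMS line and comp38608_c0_seq1, comp58512_c0_seq1 and comp38607_c0_seq1 in the restorer line. Other names are marked where they occur or belong to the closing observations, and were chosen after their values were seen.

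Families were found by a keyword in the annotation of Table S1, of which 1999 of the paper's 27191 unigenes were used. These are the first by name, and the called ones among them held few reads, so they do not represent the rest. Family members were therefore described one by one, and no enrichment or set test was run. For ATP synthase, pollen proteins and splicing factors no called member was among these annotations, and for anther-specific proteins, catalase, superoxide dismutase, polyphenol oxidase, malate dehydrogenase and aspartate aminotransferase there was no member. The enrichment of GO terms and KEGG pathways was not recomputed, since terms per unigene were not used here. The RT-PCR measurements were not analysed. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used, and R 4.3.3 with edgeR 4.0.16.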

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

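The main text of the paper does not name the unigenes in this part, which are among the calls of its Table S3. Their reads lie above the 3 reads that a count of 0 allows. There is 1 library per line, so a difference between the lines is also a difference between libraries. All tests in this part were chosen after the values had been seen.

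The unigene comp48143_c0_seq1 (7390 bp) took 32.3% of the reads counted in the CMS line and 1.27% of those in the restorer line. It is 25.4-fold higher in the CMS line (95% interval 25.3 to 25.5, counting error only). The copy of the annotation used here does not reach its name, and no sequence of it was used, so its identity is not known here. Carry-over of molecules of the CMS line into the restorer library at one rate would put the reads of each unigene in the restorer line at 3.50% of its reads in the CMS line or more. Of 1886 unigenes called higher in the CMS line with at least 100 reads there, 7 had significantly fewer reads in the restorer line than that share (one-sided Poisson test, Benjamini-Hochberg adjusted). For comp54881_c1_seq1, 57.9 reads were expected from that share and 0 were counted. This argues against carry-over at that rate as the source of all the reads of the restorer line. A second unigene, comp48144_c0_seq1 (6325 bp), had 121568 reads in the CMS line and 4256 in the restorer line. Its reads were 3.50% of those of comp48143_c0_seq1 in both libraries (chi-square test of equal shares, p = 0.99). Of 333 other unigenes called higher in the CMS line with at least 1000 reads, 3 had a ratio that could not be distinguished from that of comp48143_c0_seq1 (p of at least 0.05). If both were parts of one evenly covered RNA, they would have equal reads per base, but in the CMS line these were 24.4 times higher on comp48143_c0_seq1. Reads shared at a fixed rate between similar sequences, and unequal parts of one RNA population, cannot be told apart without the sequences. A difference between the lines, or between the plants pooled for each, remains open and untested.

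The unigene comp38608_c0_seq1 (216 bp) took 7.34% of the reads in the restorer line and 0.00638% of those in the CMS line. Its log2 ratio was -10.17 (95% interval -10.28 to -10.06). It is close to the shortest length in the table, and its RPKM of 340013 in the restorer line amounted to 47.6% of the summed RPKM of the called unigenes of that library. The ratio of comp38607_c0_seq1 (865 bp), which carries the neighbouring component number, was -11.28 (interval -11.84 to -10.76), so they differ by more than counting error. No explanation, technical or biological, was tested, and a difference between the lines remains open.

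Of 22 unigenes in the annotations used here with a best match in honey bee or bumble bee, 4 were called different. All 4 were higher in the restorer line, with 103 reads in the restorer line and 3 in the CMS line in total. They were matched to a peritrophin-1-like protein, subunit III of cytochrome c oxidase, an odorant binding protein and a hypothetical protein. Among called unigenes with a best match in a plant, 54.7% were higher in the restorer line. This share is not a like comparison, as each of the 4 had at most 1 read in the CMS line. Among all called unigenes with at most 3 reads in the other line, 3711 were higher in the restorer line and 903 in the CMS line. Calls of this kind thus mostly went towards the restorer line. Insect material in the restorer sample is a candidate explanation, but the shared direction of the 4 is weak ground for it. The pattern was found from these values, and 4 unigenes with few reads do not decide it. The 3 other called unigenes with a best match outside plants, 2 of them in human sequences, were also higher in the restorer line. A best match does not establish the origin of a sequence, and whether the lines differed in insect visits was not tested.

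One of these 3, comp179484_c0_seq1, had its best match in Tomato mosaic virus, with 41 reads in the restorer line and 0 in the CMS line (at least 11.9-fold higher in the restorer line by the lower limit of the 95% interval). No explanation was tested for it, and 1 unigene in 1 library does not separate an infection of the plants from a trace in the sample. The paper describes the plants as asymptomatic.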

How the results depend on the processing

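No paired analysis was possible because each line has 1 library. For the same reason leaving out a library in turn was not possible. The table lists only unigenes that the authors had called, so the alternatives can remove calls and cannot add any, which limits what a stable count shows.

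The numbers of unigenes higher in the CMS line (4326) and in the restorer line (7061) stayed within 1.5 times of these values under the exact binomial test, both pseudocounts, a minimum mean of 1 RPKM, sums per component and scaling without the 10 most abundant unigenes. This scaling gave 4326 and 6075. It raised all log2 ratios by 0.43, so unigenes that would newly pass towards the CMS line are missing from the table. With a threshold of 2 for the absolute log2 ratio, 2218 unigenes were higher in the CMS line. The negative binomial test with a coefficient of variation of 0.2 gave 2084 higher in the CMS line and 5560 in the restorer line, 2.67 per unigene higher in the CMS line. With 0.4 it gave 181 and 2623, or 14.5 per unigene. By construction, this test adds variation between the pooled libraries, which was assumed and not measured, to the counting error. Among the alternatives chosen after seeing the data, adjustment over all assembled unigenes gave 4124 and 6810 calls with MARS, 1150 and 4322 with a coefficient of variation of 0.2 (a ratio of 3.76), and 64 and 1822 with 0.4 (a ratio of 28.5). Scaling by the reads on unigenes that were not called gave 4207 and 7061. More unigenes were higher in the restorer line than in the CMS line under all of these, but for the other scalings this is not a full count.

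Unigenes found in one line numbered 302 for the CMS line and 2607 for the restorer line. With at most 3 reads counted as absent, 903 were found in the CMS line. Presence as at least 1 RPKM changed nothing, as all of them passed it.

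The share of the most abundant unigenes depended on correction for length. As a share of the summed RPKM of the called unigenes, the top unigene took 20.7% in the CMS line and 47.6% in the restorer line, and the top 10 took 30.1% and 54.2%. These shares refer to the called unigenes and those of reads to all counted reads, and the unigene at the top of the restorer line is short.

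Among the families, the called cytochrome oxidase unigene higher in the restorer line left 0 when only annotations from plants were used. At an absolute log2 ratio of 2, 1 of 3 PPR unigenes, 1 of 2 peroxidase unigenes and 0 of 1 F-box unigene higher in the CMS line remained. The 31 log2 ratios of unigenes chosen for Table 2, RPKM or ratio were followed under 3 settings, none of which can reverse a call. They left their 95% interval in 14 cases with a pseudocount of 1 RPKM and in 11 with scaling without the 10 most abundant unigenes. A pseudocount of 0.01 RPKM moved unigenes with 0 reads in one line, such as comp215802_c0_seq1 from 4.74 to 7.90, towards the side on which their interval has no limit, so the interval does not test this setting for them. Those moved by the pseudocount of 1 RPKM had at most 36 reads in one line, while scaling moved those with narrow intervals.

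Centring on the median log2 ratio was not run for any result, because the table holds only called unigenes and their median reflects the calls. Depth limits the ratios of unigenes with at most 3 reads in one line, which were 903 of those higher in the CMS line and 3711 of those higher in the restorer line.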

Differences from the paper's values

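For unigenes found in one line, the paper's numbers are 9224 in the CMS line and 13568 in the restorer line, and the numbers among the called unigenes were 302 and 2607. The paper counts all unigenes of the assembly, and the deposited table lists the called ones, so the measures have different scopes. None of the alternatives set before the data were examined closed the gap. With absence as at most 3 reads the numbers were 903 and 3711.

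For comp61557_c1_seq1, the paper's Table 2 gives 2 reads in the restorer line, and the deposited table gives 0. With 0 reads taken as 0.5 read, the log2 ratio was 7.56, and the paper's is 7.6. From the paper's 2 reads it would be 5.56. None of the alternatives set before the data were examined was run on the reads of a single unigene, so none was seen to close this gap. The reads of the other unigenes of Table 2 were the same in both.

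The numbers of unigenes higher in each line were the paper's 4326 and 7061. As only the paper's calls are listed, adjustment within them could not change these numbers. The paper's numbers of family members were not compared, as the annotation was used in part.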

Other observations

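In this part, the test on the peak near -5 was chosen before its result was seen, and all other tests were chosen after the result was seen. The read-matched test of long unigenes, the test of carry-over into the CMS library and the test of the share of comp48143_c0_seq1 were each changed after a first version had been seen. The first was limited to 1 unigene per component, the next was given a stricter limit, and the last replaced tests that favoured one outcome by the choice of unigenes.

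More unigenes were higher in the restorer line than in the CMS line. The large share of reads of the CMS line on comp48143_c0_seq1 could lower all other values of the CMS line, moving their log2 ratios by -0.54 if nothing else differed. With this shift taken out and fewer than 3 reads taken as 3, unigenes with at least 100 reads and an absolute log2 ratio of at least 2 were 1728 higher in the restorer line and 1141 higher in the CMS line, or 1.51 to 1. This argues against the share as the whole cause of the excess among unigenes that differ this much. For smaller ratios it stays open. The smallest absolute log2 ratio fully listed after the shift is 1.54, and at or past it 1353 unigenes with at least 200 reads were higher in the restorer line and 1465 in the CMS line, or 0.92 to 1. With the same minimum of 200 reads and an absolute log2 ratio of at least 2, they were 1182 and 701, or 1.69 to 1. Without the shift taken out, the calls with at least 200 reads were 2388 and 1465. The shift leaves the abundant unigenes of the restorer line in its total. Leaving out the 10 most abundant unigenes of each library raised the ratios by less, 0.43. Within 0.25 past the threshold there were 667 calls higher in the CMS line and 541 higher in the restorer line, or 1.23 to 1. A shift towards the restorer line would give the opposite if ratios thinned out evenly on both sides, which is not known, so this does not decide it. The reads on unigenes that were not called do not decide it either, since these unigenes were selected by their small ratios. A difference between the lines, and chance differences between 2 pools of plants, remain open.

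The log2 ratios of unigenes higher in the restorer line had a peak near -5, with 702 calls from -5.5 to -5 against 267 from -4.5 to -4. Without the unigenes that had 0 reads in the CMS line, 168 calls remained in the first band and 267 in the other, or 0.63 to 1. The peak is thus in line with the replacement of 0 reads by 0.5 read, which places unigenes with the fewest reads that can be called at about this ratio.

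Of the 25 called unigenes of 5 kb or longer, 20 (80.0%) were higher in the CMS line, against 37.9% of the shorter ones. Long unigenes gather more reads and can be called at smaller changes. Taking 1 unigene per component, and comp48143_c0_seq1 and comp48144_c0_seq1 as 1, 22 long unigenes had shorter calls with total reads within 25% of theirs. Of these 22, 77.3% were higher in the CMS line, while 31.4% of the read-matched shorter calls were, which argues against the number of reads as the cause. Better preserved long RNA in the CMS library is another candidate explanation. It would raise the share in every length class, and the share was 29.4% under 500 bp, 37.0% from 500 to 1000 bp, 42.9% from 1000 to 2000 bp, 41.0% from 2000 to 3000 bp and 44.2% from 3000 to 5000 bp. The interval of the share was 41.3% to 44.6% from 1000 to 2000 bp and 37.9% to 44.1% from 2000 to 3000 bp. These intervals overlap, so the dip may be counting error and a steady rise is not excluded. The shares thus do not decide whether long RNA was better preserved. The length of a unigene also depends on the gene, and no biological explanation was tested.

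The longest called unigene, comp61317_c3_seq1 (19892 bp), had 42296 reads in the CMS line and 6522 in the restorer line, a log2 ratio of 2.53. Of the same Trinity component, comp61317_c1_seq1 (2.46) and comp61317_c5_seq1 (2.66) were also higher in the CMS line, and the glutamine synthetase unigene comp61317_c2_seq1 of Table 2 was higher in the restorer line. Of 1013 components with more than 1 called unigene, 190 (18.8%) had unigenes in both directions. A shared component number does not establish that unigenes belong to the same gene.

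Unigenes abundant in the restorer line were selected for few reads in the CMS line, to see whether these reads had one share. Of 83 unigenes with at least 5000 reads in the restorer line and a log2 ratio of at most -5, 6 had 0 reads in the CMS line, and the reads in the CMS line were at the median 0.0603% of those in the restorer line. The selection itself keeps this share low. Carry-over of molecules of the restorer line at one rate would give one share. The 0 reads of comp59916_c12_seq1 allow a rate of at most 0.0597% with Bonferroni adjustment, and 32 of the 83 unigenes had significantly more than this (one-sided Poisson test, Bonferroni adjusted), which argues against such carry-over as the source of all these reads. A lower rate of carry-over beneath expression in the CMS line remains open.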
